# MCP-1/MCPIP-1 Signaling Modulates the Effects of IL-1β in Renal Cell Carcinoma through ER Stress-Mediated Apoptosis

**DOI:** 10.3390/ijms20236101

**Published:** 2019-12-03

**Authors:** Chia-Huei Lee, Pin-Feng Hung, Shang-Chieh Lu, Hsuan-Lien Chung, Shang-Lun Chiang, Chun-Te Wu, Wei-Chun Chou, Chiao-Yin Sun

**Keywords:** interleukin-1β, chemoattractant protein-1, renal cell carcinoma, monocyte chemoattractant protein (MCP)-induced protein-1, endoplasmic reticulum stress, apoptosis

## Abstract

In renal cell carcinoma (RCC), interleukin (IL)-1β may be a pro-metastatic cytokine. However, we have not yet noted the clinical association between tumoral expression or serum level of IL-1β and RCC in our patient cohort. Herein, we investigate molecular mechanisms elicited by IL-1β in RCC. We found that IL-1β stimulates substantial monocyte chemoattractant protein (MCP)-1 production in RCC cells by activating NF-kB and AP-1. In our xenograft RCC model, intra-tumoral MCP-1 injection down-regulated Ki67 expression and reduced tumor size. Microarray analysis revealed that MCP-1 treatment altered protein-folding processes in RCC cells. MCP-1-treated RCC cells and xenograft tumors expressed MCP-1-induced protein (MCPIP) and molecules involved in endoplasmic reticulum (ER) stress-mediated apoptosis, namely C/EBP Homologous Protein (CHOP), protein kinase-like ER kinase (PERK), and calnexin (CNX). ER stress-mediated apoptosis in MCP-1-treated RCC cells was confirmed using Terminal deoxynucleotidyl transferase dUTP Nick-End Labeling (TUNEL) assay. Moreover, ectopic MCPIP expression increased PERK expression in Human embryonic kidney (HEK)293 cells. Our meta-analysis revealed that low MCP-1 levels reduce 1-year post-nephrectomy survival in patients with RCC. Immunohistochemistry indicated that in some RCC biopsy samples, the correlation between MCP-1 or MCPIP expression and tumor stages was inverse. Thus, MCP-1 and MCPIP potentially reduce the IL-1β-mediated oncogenic effect in RCC; our findings suggest that ER stress is a potential RCC treatment target.

## 1. Introduction

Renal cell carcinoma (RCC) is one of the 10 most common cancers in both men and women, with the third highest incidence among urological malignancies. The American Cancer Society predicted that in 2019, the United States will have approximately 73,820 new cases of RCC and approximately 14,770 related deaths. Clear cell RCC (ccRCC), the most common histological subtype of RCC, accounts for 75% of RCC cases [1]. Approximately 20–30% of patients with RCC present with local or distant metastasis at the time of diagnosis [2], which has a serious impact on disease-related mortality. Therefore, further research on the mechanisms implicated in RCC development and progression is highly warranted to identify new therapeutic targets.

A comprehensive genome-wide analysis highlighted the importance of genes participating in cellular metabolism, oxygen sensing, such as von Hippel–Lindau (VHL)/ Hypoxia-inducible factor (HIF) and PI3K/AKT pathways, as well as the maintenance of chromatin states, such as Polybromo (PBRM) I and SET domain-containing protein (SETD) 2, in ccRCC [3]. This implied that ccRCC development and progression may be driven by oncogenic–metabolic shifts and epigenetic reprogramming. In addition to genetic mutations and epigenetic aberrations, accumulating evidence indicates that inflammatory molecules play roles in RCC carcinogenesis. Systemic inflammation markers, such as increased levels of neutrophil and platelet counts and high neutrophil–lymphocyte ratios, are associated with poor prognosis of patients with advanced RCC [4]. Inflammatory cytokines, IL-6 and IL-8, are secreted by VHL-deficient RCC cells after exposure to hypoxia [5]. IL-6 induces the expression of suppressor of cytokine signaling-3 (SOCS3), one of the factors associated with aggressiveness of RCC. Furthermore, increased IL-6 levels may be responsible for drug resistance in interferon-treated RCC [6]. IL-8 can promote the epithelial–mesenchymal transition of RCC by activating the AKT signal transduction pathway [7]. According to a cell-based study [8], IL-1β, a crucial pro-inflammatory mediator, was reported to enhance metalloproteinase-dependent invasion of RCC cells through the activation of CCAAT enhancer–binding protein β (CEBPB). In addition to these inflammatory cytokines, the importance of monocyte chemoattractant protein-1 (MCP-1; also known as chemokine (C–C motif) ligand 2, CCL2), a key mediator of monocyte recruitment, in RCC is well documented. Wang’s study [9] reported that both high levels of MCP-1 and its receptor, CCR2, expression were correlated with poor prognosis of patients with non-metastatic ccRCC. Arakaki’s study [10] shown that MCP-1 expression correlated with tumor growth, angiogenesis, and macrophage infiltration in a xenograft model of RCC. Moreover, Arakaki’s work showed that macrophage depletion from RCC xenografts overexpressing MCP-1 markedly suppressed tumor growth and angiogenesis, suggesting that MCP-1 inhibition exhibits anti-tumor effects against RCCs, at least partially, through the reduction of macrophage recruitment into the tumor [10]. As the immune system and inflammatory response are very complicated in nature, any study limited to a single immune molecule will yield fragmented results and being invalid for clinical application [11]. Despite IL-1β and MCP-1 have reported to be oncogenic [8,9,10], their potential anti-tumor activities cannot be excluded. IL-1β can induce a variety of downstream effectors through IL-1β/IL-1R signaling, depending on cellular microenvironment and cell types [12,13,14]. The downstream effectors then can modulate the effect of IL-1β. Similarly, the role of MCP-1 can be more complex in RCC. In addition to monocyte recruitment, studies have shown that MCP-1 causes cell death by induction of MCP-1-induced protein (MCPIP)-1 [15,16]. MCPIP-1 possesses transcriptional activity and its expression induces genes involved in ER stress and apoptosis in both human embryonic kidney HEK 293 cells and the cardiomyoblast cells. These findings suggest that despite the oncogenicity caused by macrophage recruitment, MCP-1 may induce RCC cell apoptosis and therefore exert an anti-cancer effect.

Although IL-1β is assumed to be a pro-metastasis cytokine in RCC, supporting clinical evidence is still lacking. To fill the gap, herein, we examined clinical samples, including tumor and matched non-tumor biopsies and sera, collected from pretreated patients with ccRCC and investigated the role of IL-1β and complex molecule contexture elicited by IL-1β in ccRCC.

## 2. Results

### 2.1. No Significant Association Between IL-1β and Clinical Consequences in Patients with RCC

Functionally active IL-1β (17.5 kDa) is produced only after the inflammasome-induced proteolytic cleavage of pro-IL-1β (31 kDa). Discriminating between IL-1β and pro-IL-1β through immunohistochemical (IHC) analysis is difficult because no IHC antibody exists that is specific to IL-1β but not to pro-IL-1β. Hence, instead of performing IHC analysis, we performed Western blotting analysis, which can efficiently separate pro-IL-1β and IL-1β based on their molecular weights. Paired tumor and adjacent non-tumor tissues were collected from 12 patients with RCC. On the basis of results from Western blotting, we classified these RCC samples into two groups, the IL-1β-positive (highly and moderately stained, red boxes, *n* = 4) and the IL-1β-negative (not stained and slightly stained, *n* = 8) (Figure 1A). We did not observe an association between the intra-tumoral IL-1β expression and clinical stage of patients with RCC (Figure 1B). The percentage of patients at the late stages of cancer (T3a and T3b) was the same in both groups. Case 1, showing significant intra-tumoral IL-1β, was the only case that had a diagnosis of distant metastasis and late-stage cancer; cases 3 and 7, diagnosed with late-stage RCC tumor, had none and trace (+) amount of IL-1β, respectively. Furthermore, case 10, which showed the strongest staining for IL-1β, was diagnosed as early stage without distant metastasis or lymph node metastasis. Moreover, we measured the serum levels of IL-1β and classified patients into two groups, groups with high (>1.0 pg/mL, *n* = 10) and low (<1.0 pg/mL, *n* = 14) serum IL-1β (Figure 1C). More patients (4/14; 28.6%) with late stages of cancer were in the low IL-1β-serum-level group than those (2/10, 20%) in the high IL-1β-serum-level group (Figure 1D). Although no statistically significant differences were observed due to the limited number of samples, probably RCCs with aggressive phenotypes (red arrows) did not demonstrate extremely high serum IL-1β levels, whereas patients with high serum IL-1β levels, such as cases 4, 11, and 23 (green arrows), were not diagnosed as having aggressive RCC. These results suggest that neither high intra-tumoral levels nor serum IL-1β levels necessarily indicate poor prognostic RCC or vice versa. Moreover, in some cases, high intra-tumoral (case 10) or serum levels of IL-1β (case 23) were observed in patients with good clinical performance. It was possible that IL-1β elicits downstream molecules possessing anti-tumor activities to modulate its function in RCC.

### 2.2. IL-1β Induces MCP-1/ MCPIP-1 Signaling in RCC

To identify the IL-1β-induced downstream mediators in RCC, we performed cytokine antibody array analysis by using the conditioned medium of 786-O cells with or without IL-1β. In response to IL-1β stimulation, the conditioned medium of 786-O cells contained significantly increased levels of C-X-C motif chemokine ligand (CXCL)5, colony stimulating factor (CSF), growth-regulated oncogene (GRO)-α, IL-6, monocyte chemoattractant protein (MCP)-1, and tissue inhibitors of metalloproteinase (TIMP) 2. Among these, the increase in MCP-1 levels on IL-1β induction had increased up to 53 times compared with untreated controls (Figure 2A). Moreover, quantitative PCR and ELISA indicated substantial increases in mRNA expression (Figure 2B) and secretion (Figure 2C) of MCP-1 in response to IL-1β treatment in both 786-O and HTB44 cells, confirming that MCP-1 production is induced by IL-1β. Luciferase reporter assays also indicated that the transcriptional activities of both nuclear factor kappa B (NF-κB) and activator protein (AP)-1, key transcriptional factors regulating MCP-1 expression, considerably increased up to 3.2 and 1.3 fold over time during IL-1β treatment for 150 min (Figure 2D). It has been reported that MCP-1 induces MCPIP-1 expression to elicit ER stress-induced apoptosis [15,16]. Because RCC cells express chemokine (C–C motif) receptor type (CCR) 2, the cell membrane receptor of MCP-1 [17], we examined whether MCPIP-1 levels increase after MCP-1 treatment in 786-O cells. As shown in Figure 2E, MCPIP-1 mRNA expression markedly elevated at 0.5 h of 5 ng/mL MCP-1 treatment and remained at a high level. Western blotting analysis demonstrated that MCPIP-1 protein levels decreased at 0.5 and 1 h and then substantially increased at 1.5 h and beyond, reaching a peak at 36 h of MCP-1 treatment. (Figure 2F). These results indicate that IL-1β induces the production of MCP-1; MCP-1 then enhances MCPIP-1 expression in RCC cells in an autocrine manner. The results also suggest that the MCP-1/MCPIP-1 signaling pathway may be established in RCC cells in response to elevated levels of IL-1β.

### 2.3. Treatment of MCP-1 Resulted in Dysregulation of Protein-Folding and Expression of ER Stress Mediators in RCC Cell Line

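786-O is a human clear cell renal carcinoma cell line. RNA from 2 untreated dishes and 2 MCP-1-treated dishes of these cells was hybridized to Clariom S arrays, which hold short probes for the exons of human genes, 1 array per dish. The array labels give 5 ng/mL MCP-1 for 16 h, whereas the paper's text gives 24 h for the arrays and its array methods name no dose. The values used here are the ones the authors deposited, log2 signals normalized across the 4 arrays by Signal Space Transformation and robust multiarray averaging in Expression Console. That step is already in the values and was not repeated, since the raw scans were not used here. Of 24351 probe sets, 2903 controls were left out and the remaining 21448 were tested, covering 17687 named genes. The array medians were 6.23 and 6.23 in untreated cells and 6.20 and 6.28 in MCP-1-treated cells. Across probe sets, MCP-1-treated replicate 2 correlated with the other arrays at r between 0.9929 and 0.9933, and those 3 arrays with one another at r between 0.9945 and 0.9951 (correlations across genes of single arrays, and genes are not independent replicates). Differences between treated and untreated cells were fitted with limma with the replicate number as a block, after the paired test of the paper's methods, and p-values were adjusted by Benjamini and Hochberg over all probe sets tested. The number of arrays, 2 per group, limits the precision of every value.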

To identify the biological process affected by MCP-1/MCPIP-1 signaling, we performed gene expression microarray analysis for 786-O cells with and without MCP-1 treatment for 24 h. 

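CTH, CHAC1, DDIT3 and ATF3, which are in the list of PERK, ATF4 and CHOP targets, and NHSL1 fell in MCP-1-treated 786-O cells, and HSPA1A rose. That list spans the PERK arm of the unfolded protein response and the wider integrated stress response, so a fall of its genes does not single out PERK. EIF2AK3, the gene of PERK, had a log2 fold change of 0.11. CTH, an enzyme that makes cysteine, fell from a log2 signal of 8.59 ± 0.00035 to 5.80 ± 0.21 (SD, n = 2 arrays per group), 6.88-fold lower. Its treated signals, 5.95 and 5.66, lay below the 90th percentile of the negative controls on those arrays, 6.36 and 6.70. Those of DDIT3 (6.39 and 6.88) and ATF3 (6.52 and 7.08) lay little above it. The size of these falls is therefore uncertain. CHAC1, which degrades glutathione, was 6.46-fold lower, DDIT3, the gene of the transcription factor CHOP, 6.15-fold lower, and ATF3, a stress-induced transcription factor, 3.71-fold lower. HSPA1A, the inducible HSP70 chaperone of the cytosol, rose from 9.17 ± 0.38 to 11.23 ± 0.16 (SD, n = 2 arrays per group), 4.15-fold higher. These 6 genes were the named genes past an adjusted p of 0.05 from limma, 1 higher and 5 lower, and a probe set with no gene listed was also higher.
The log2 fold change was -2.78 for CTH (standard error 0.25, adjusted p = 0.00467 from limma) and -2.62 for DDIT3 (standard error 0.26, adjusted p = 0.00628 from limma). CHAC1 had a log2 fold change of -2.69, NHSL1 of -2.33 and ATF3 of -1.89, with adjusted p from limma of 0.00467, 0.0147 and 0.0430. For HSPA1A it was 2.05 (standard error 0.25, adjusted p = 0.0210 from limma), and a probe set of this gene can also bind transcripts of its near-identical paralog. All 6 genes differed in the same direction in both replicate pairs.
Of 41 measured targets of PERK, ATF4 and CHOP, 4 fell, none rose and 37 did not pass the test. Adjusted over the list alone, 25 were lower and none higher, among them PCK2, ASNS, SESN2 and SLC7A11 with log2 fold changes of -1.71, -1.69, -1.56 and -1.42, none of which passed the threshold over all genes. The mean level was lower in treated cells for 40 of the 41 genes, PHGDH, with a signal within the range of negative controls, being the exception at 0.35, and the list had a mean log2 fold change of -0.87 (camera adjusted p = 1.69e-43 with a preset correlation between genes). The same list had an adjusted p = 0.490 with an estimated correlation, for which these arrays leave 1 residual degree of freedom.
With no replicate block limma called no gene (smallest adjusted p = 0.0778, 968 probe sets at an unadjusted p under 0.05), nor did it with the block on centred or quantile-normalized arrays, while the log2 fold changes stayed about as large (CTH at -2.78 with no block, -2.79 centred and -2.79 quantile-normalized), and a variance prior with a trend called 69 probe sets. In 24 of 100 simulated data sets with no change between groups, limma with the block called at least as many probe sets as here. The simulated variances had no relation to signal level, which the arrays may not share.

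**Figure D1:**
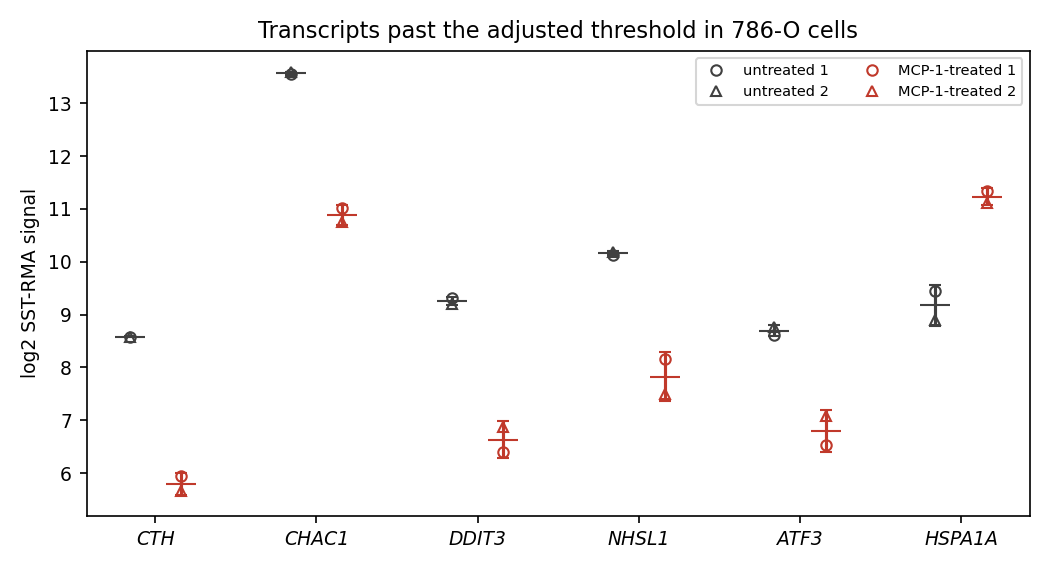
Log2 signal of the 6 named genes past the adjusted threshold in each of the 4 arrays, with the mean and SD of each group. CTH, CHAC1, DDIT3, NHSL1 and ATF3 lie lower and HSPA1A higher in both MCP-1-treated arrays than in both untreated arrays.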

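Among 99 measured protein folding genes, HSPA1A was the one that rose, none fell and 98 did not pass the test, and the count adjusted over the list alone was also 1 higher and 0 lower. The treated mean was higher for 64 of these genes and lower for 35. Chaperones of the cytosol and mitochondria had a mean log2 fold change of 0.18 over 60 genes, and folding factors of the endoplasmic reticulum (ER) one of 0.05 over 39 genes. BAG3, a cofactor of HSP70, had a log2 fold change of 0.80, DNAJA1, an HSP40 cochaperone, one of 0.72, and HSPA6, an inducible HSP70 gene with a signal within the range of negative controls, one of 0.78, none past the threshold (adjusted p from limma between 0.909 and 0.957). HSPA5, the gene of GRP78, had a log2 fold change of -0.03 (standard error 0.25), P4HB, the gene of PDI, one of -0.05, and CANX, the gene of calnexin, one of 0.01, and for these 3 genes the direction differed between the replicate pairs.
The whole folding list had a mean log2 fold change of 0.13 and a median of 0.05 (camera adjusted p = 0.0117, from 4.43e-04 to 0.574 over the alternatives). Its call was lost with an adjusted p = 0.568 with an estimated correlation, and, with no block, without MCP-1-treated replicate 1 (mean 0.09, adjusted p = 0.574) and without untreated replicate 2 (adjusted p = 0.0834). The cytosolic and mitochondrial list had a camera adjusted p = 0.00148, an adjusted p = 0.490 with an estimated correlation, and one of 0.255 with no block and without MCP-1-treated replicate 1. The ER list had a camera adjusted p = 0.512. Of the 61 genes with a limma p under 0.05 and a fold change of at least 2, 1 belonged to the folding list where 0.341 would be expected (odds ratio 2.98, 95% confidence interval 0.0735 to 17.6, two-sided Fisher's exact test, p = 0.290). Without MCP-1-treated replicate 2, and with no block, that odds ratio was 7.01 (Fisher's exact test, p = 0.00328). After its pathway classification, the paper describes the unfolded protein response as related to ER stress and then examined ER stress sensors.

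**Figure D2:**
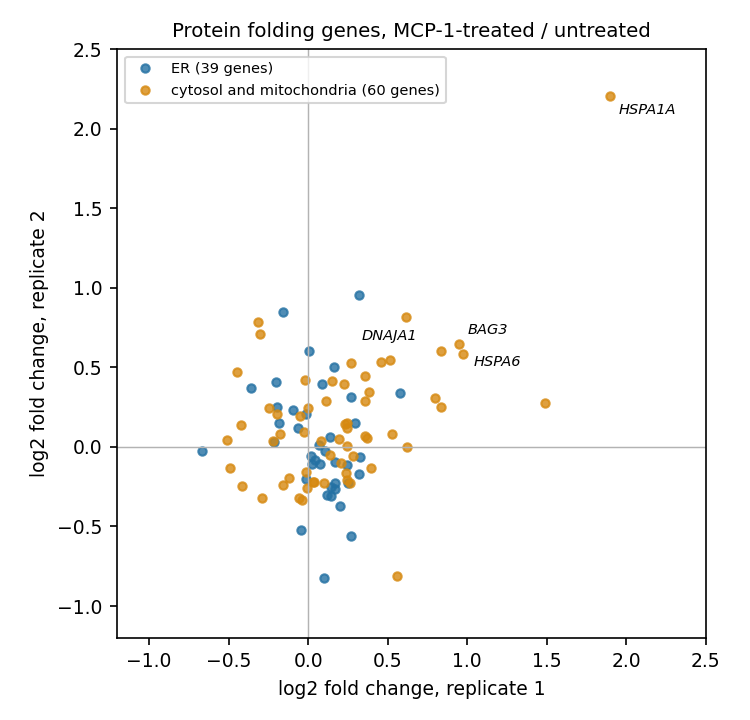
Log2 fold change of each protein folding gene in replicate pair 1 and in replicate pair 2, for 39 genes of the ER and 60 genes of the cytosol and mitochondria. HSPA1A lies apart from the other genes in both pairs.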

Ingenuity pathway analysis was used to classify differentially expressed genes based on molecular function; the results revealed that the group of genes involved in protein-folding was ranked the second of the differentially expressed genes in MCP-1 treated cells (Figure 3A). The unfolded protein response (UPR) is a cellular stress response related to the endoplasmic reticulum (ER) stress. We then examined whether MCP-1 induced expression of ER stress sensors/markers, including binding immunoglobulin protein (BiP)/glucose-regulated protein (GRP) 78, RNA-dependent protein kinase-like ER kinase (PERK), inositol requiring element (IRE)1-α, and protein disulfide isomerase (PDI). As shown in Figure 3B, GRP78 did not increase (and even decreased within 2 h) after MCP-1 treatment. However, GRP78 began to increase at 36 h and plateaued in the remaining experimental period. MCP-1 treatment rapidly and markedly increased PERK expression, which peaked at 1.5 h and was at consistently high levels throughout the experimental period. Initially, the expression of IRE1-α and PDI decreased slightly at 1.5 h of MCP-1 treatment. From 2 h onwards, PDI expression increased steadily. Similarly, IRE1-α had a significant increase at 2 h, and its up-regulation was maintained in the remaining experimental period. These data suggested MCP-1 may act as downstream effectors of IL-1β, not only induced MCPIP-1 expression, but also directly or indirectly led to ER stress in RCC cells.

### 2.4. ER Stress-Mediated Apoptosis Occurred in MCP-1-Treated Cultured 786-O Cells

If ER stress is prolonged and the adaptive UPR fails, apoptotic cell death ensues. PERK was reported as an essential component of ER-mitochondrial contact sites and crucial for conveying apoptosis after ROS-based ER stress [18]. In addition, CCAAT enhancer–binding protein homologous protein (CHOP) [19,20] and calnexin (CNX) [20,21,22,23] play important roles in ER stress-induced apoptosis. We next investigated whether ER stress-mediated apoptosis involved in the events induced by MCP-1/MCPIP-1 signaling in RCC cells by analyzing the expression of CHOP and CNX. As illustrated in Figure 4A, long-term exposure to MCP-1 led to an increased expression of CHOP and CNX, which reached their peaks at 48 h and which then decreased at 72 h. Through cell immunofluorescence staining, we confirmed CNX induction by MCP-1 in 786-O cells (Figure 4B). We next performed a TUNEL assay to examine the apoptotic cell death in MCP-1 treated 786-O cells. MCP-1 (5 ng/mL) rapidly induced apoptosis after 4 h of treatment; this effect was maintained until the end of the treatment period (3 days) (Figure 4C). Altogether, these data indicated ER stress-mediated apoptosis occurred in response to treatment of MCP-1. To examine whether that MCPIP-1 was involved in PERK or CNX induction by MCP-1, a human embryonic kidney cell line HEK293 was transfected with plasmids expressing either MCPIP-1-Emerald Green Fluorescent Protein (EmGFP) (ZC3H12A-EmGFP) or EmGFP. As shown in Figure 4D, the endogenous MCPIP-1, PERK, and CNX were present in HEK293 cells with or without transfection. The amount of PERK protein apparently increased along with ectopic MCPIP-1-EmGFP expression at 24 h after transfection. CNX levels slightly increased in MCPIP-EmGFP-expressing cells compared with EmGFP-expressing cells. These data suggest that MCP-1/ MCPIP-1 signaling may sensitize cells to apoptosis under prolonged ER stress through inducing, at least, PERK expression. 

### 2.5. Intra-Tumoral Injection of MCP-1 Led to Expression of MCPIP-1, PERK, and CNX, as well as Reduced Tumor Size in a Mouse Xenograft Model of RCC

We designed a mouse xenograft model of RCC through the i.t. injection of MCP-1 (0.75 µg/mouse) weekly starting from 4 weeks (M group, *n* = 8) after 786-O cell implantation. The mice treated through the i.t. injection of the same volume of PBS were use as controls (C group, *n* = 8). For tumor size data over days 7–63 after 786-O implantation, most tumors of M group mice exhibited decreased tumor growth rate (Figure 5a, left chart) and a significant decrease in average tumor volume at week 6, 8, and 9 (Figure 5A, right chart) compared with the C group. Notably, from week 5, M4 tumors evidently shrank in size and M7 and M8 tumors almost stopped growing (Figure 5A, right chart), and resulted in considerable decreases in tumor weight at day 63 (green boxes in Figure 5B); the reduction in the average tumor weights of M groups did not reach statistical significance (Figure 5C). IHC analysis of tumor biopsies isolated from the RCC xenograft model revealed increased MCPIP-1 protein expression in tumors of M group, but it was absent or down-regulated in C tumors (Figure 5D). IHC also indicated that although the periphery of 786-O xenograft tumors from C and M groups demonstrated high staining intensity for PERK and CNX, the inner parts were strongly stained only in the M tumors (Figure 5E,F, respectively). These data indicated that the i.t. injection of MCP-1 had an induction effect on the expression of MCPIP-1, PERK, and CNX, and this may account for, at least partly, reduced size and weight of some xenograft RCC tumors in M group.

### 2.6. Prognostic Value of MCP-1 and MCPIP Expression in RCC

We surveyed publicly available microarray studies examining MCP-1 or MCPIP-1 expression in ccRCC in the Oncomine database (www.oncomine.org). Zhao’s array data [24] showed that more ccRCC patients with high MCP-1 expression (*n* = 132) survive than those who with low MCP-1 expression (*n* = 38) at 1 year after nephrectomy (*p* = 0.025, *t*-test; Figure 6A). On stratifying the patients according to the TNM Classification of Malignant Tumors (TNM) stages, MCP-1 expression was found to be higher in the early stages (T1 and T2, *n* = 78, signal log ratio = 2.38) than in the late stages (T3 and T4, *n* = 98, signal log ratio = 1.98), but it was not statistically significant (*p* = 0.098, *t*-test). Furthermore, we classified patients into two groups based on MCP-1 expression. The groups with high and low MCP-1 expression were not significantly different in tumor grades (Supplementary Figure S1). We used IHC to examine the presence of MCP-1 or MCPIP-1 protein in ccRCC tumor and adjacent non-neoplastic tissues in a commercial human ccRCC tissue microarray (TMA). Supplementary Table S1 lists the clinicopathological features of ccRCC in 75 patients included in the TMA. Cytoplasmic MCP-1 was detected in all samples and its expression in ccRCC tumors (median = 2, range = 1–3) was significant lower that in adjacent non-tumor tissues (median = 3, range = 2–3, *p* < 0.01; Table 1). No significant difference was found between ccRCC tumors (median = 1, range = 0–3) and adjacent non-tumor tissue (median = 1, range = 0–2; *p* = 0.30) for MCPIP (Table 1). Notably, more adjacent non-tumor tissues (65, 86.7%) were positive for MCPIP-1 than were tumor tissues (58, 77.3%; Table 1). MCP-1 and MCPIP-1 expression in the ccRCC at TNM stages was compared using the chi-square test. No significant associations were observed between MCP-1 or MCPIP-1 expression and ccRCC at TNM stages. However, twenty-four (24/62, 38.7%) tumors at an earlier stage (T1 and T2, *n* = 62) showed stronger staining for both MCP-1 and MCPIP-1, whereas five (5/13, 38.5%) aggressive (T3 and T4, *n* = 13) ccRCC tumors showed lighter staining for MCP-1 and barely detectable staining for MCPIP-1 (Figure 6B). Additional file 1: Table S2 lists the results of statistical analysis regarding TNM stage and MCP-1 and MCPIP-1 expression. Because of the limited sample size, we could not assess the association of tumor invasion with MCP-1 and MCPIP-1 expression.

## 3. Discussion

Biomarker discovery through bench work is typically challenged by clinical validation [25]. Although IL-1β reportedly mediates RCC invasion by inducing matrix metallopeptidases (MMPs) expression in 786-O cell line [8], at present, it is still lack of supporting clinical evidence. We found no association between IL-1β and tumor aggressiveness in our RCC biopsies. Instead, some cases with elevated levels of intra-tumoral or serum IL-1β exhibited early T stages and non-metastatic. We noted that IL-1β stimulated substantial MCP-1 secretion in RCC. Sequentially, MCP-1 induced the expression of MCPIP-1. Both MCP-1 and its receptor CCR2 are involved in various diseases. The role of theMCP-1/CCR2 axis in oncology can be complex. Despite oncogenic role of MCP-1 was reported [9,10,17], pancreatic cancer patients with high circulating levels of MCP-1 demonstrated significantly higher survival rate than do those with low MCP-1 levels [26]. Monocytes attracted by MCP-1 exert direct anti-proliferative and pro-apoptotic activities toward pancreatic cancer cells; this accounts for anti-malignant activity of MCP-1 in pancreatic cancer [26]. In RCC, the blockage of MCP-1/CCR2 signaling inhibits cell proliferation, but MCP-1 treatment does not affect cell growth [10,17]. Research on heart failure has discovered that MCP-1 causes cell death by inducing MCPIP-1 [15,16]. MCPIP-1 has transcriptional activity, and its expression induces the expression of genes involved in oxidative and ER stress as well as apoptosis in both HEK 293 cells and the cardiomyoblast cells H9c2. Our data showed that MCP-1 treatment not only induced the expression of MCPIP-1 but also markers of ER stress. Notably, proteins being important for ER stress-induced apoptosis, such as PERK, CHOP, and CNX were also induced by MCP-1 or MCPIP-1 in RCC cells and RCC xenograft tumors. These results suggest that RCC cells endure prolonged ER stress caused by metabolic dysregulation. Moreover, the activated MCP-1/MCPIP-1 signaling pathway enhances the sensitivity of RCC cells to ERstress-induced apoptosis by inducing PERK, CHOP, and CNX expression.

Growing evidence suggests that metabolic syndrome is strongly associated with incidence and progression of RCC [27,28]. Since metabolic disorder induces oxidative and ER stress [29], it can thus be inferred that RCC may endure long-term oxidative and ER stress. A 37-year–follow-up epidemiological study identified that type 2 diabetes was an independent risk factor for RCC in women [30]. In addition, ccRCC is characterized by the accumulation of sterol in tumor cells, implying that dysregulation in lipid metabolism is crucial in RCC development and progression. A prospective study confirmed this assumption and found that elevated serum triglyceride levels were significantly associated with RCC [31]. Metabolic disorders caused by fatty acid (FA) and glucose exert cytotoxicity via their action on ER, eventually leading to ER stress [29]. Reactive oxygen species (ROS) are generated as cellular metabolism byproducts from FA and glucose in the mitochondria. Therefore, accumulating FA leads to excessive ROS; in turn, ROS interferes with the redox status of ER lumen and thus inhibit protein-folding as well as induce ER stress and the UPR. In addition to protein synthesis and folding, ER has a major role in lipid production, calcium storage, and homeostasis regulation [32]. There are several adaptive responses to maintain ER homeostasis, such as the UPR, ER-associated degradation, and autophagy [32,33]. In mammalian cells, the UPR is regulated by three transmembrane mediators, namely PERK, IRE1α, and activating transcription factor 6 (ATF6). Under normal conditions, these proteins are associated with GRP78 and remain inactive. Under ER stress, GRP78 dissociates from these sensor proteins and switches on the UPR cascade through PERK and IRE1α dimerization and autophosphorylation and ATF6 proteolysis. The consequences of UPR activation is inflammation, and on prolonged stress, apoptosis is induced. The relationship between metabolic disorders and ER stress may explain chronic inflammation in RCC [4]. This also implies that ER stress-induced apoptosis can be exploited to eliminate RCC cells. Mitochondria-associated ER membranes (MAMs) are microdomains where ER and mitochondria connect. Through MAMs, ER and mitochondria function together as sensors of nutritional imbalance and integrators of responses to metabolic stress [29]. The rapid transfer of calcium between ER and mitochondria through MAMs is crucial for cell signaling, adaption, and survival [29]. ER–mitochondria coupling through MAM promotes mitochondria respiration during the early phase of ER stress but reduces mitochondrial metabolism under sustained stress due to calcium overload–induced apoptosis [34,35]. Aberrations in either the composition or number of MAMs lead to an alteration in inter-organellar calcium dynamics and causes increased oxidative stress and metabolic disturbance. MAM is not only important in metabolic regulation but also key in cell death sensitivity. Verfaillie demonstrated that PERK, a key ER stress sensor of the UPR, is uniquely enriched in MAMs [18]. Their data indicated that PERK is required to establish ER–mitochondria juxtapositioning and convey apoptosis signals after ROS-based ER stress induction; thus, PERK loss may impair cell death sensitivity in pathological conditions linked to ROS-mediated ER stress [18]. CNX expression may similarly increase the sensitivity toward ER stress-induced apoptosis. Delom showed that CNX expression directly influenced the sensitivity of tunicamycin-induced apoptosis in breast carcinoma MCF-7 cells [21]. By binding to Bap31, CNX transformed the MCF-7 cell line from being tunicamycin-resistant to tunicamycin-sensitive. Along with MCPIP-1 induction, the up-regulation of PERK and CNX in RCC cells and xenograft tumors by MCP-1 treatment may sensitize RCC cells to ER stress-induced apoptosis by facilitating the propagation of ROS signals through enhancing MAMs and by forming Bap31-containing pro-apoptosis complex, respectively. This may explain tumor shrinkage caused by the intra-tumoral injection of MCP-1 and apoptosis observed in MCP-1-treated RCC cells. Moreover, we observed that the ectopic expression of MCPIP-1 significantly increased the protein amounts of PERK, thus indicating that MCPIP-1 is key to the PERK induction effect of MCP-1. Taken together, the MCP-1/MCPIP-1 signaling, indirectly established by IL-1β stimulation, may enhance ER stress-induced apoptosis sensitivity in RCC cells through the induction of PERK and CNX expression.

## 4. Materials and Methods

### 4.1. Patients and Clinical Samples

The clinical characteristics of ccRCC patients between 2011 and 2014 were reviewed using electronic medical records. The use of human specimens was approved by the Institutional Review Board of Chang Gung Memorial Hospital (Keelung, Taiwan, number: 104-7287B, 1 Jan 2016 to 31 Dec 2018). Informed consent was obtained from each patient. Nephrectomy or blood samples for 24 patients with ccRCC were collected at the Department of Nephrology, Chang Gung Memorial Hospital (Keelung, Taiwan) according to the standardized ISO/IEC 17025:2005 protocol. The pathological features of ccRCC patients were listed in Supplementary Table S3. Neoplastic and non-neoplastic area were selected from each sample and examined by paraffin section procedure to confirm the presence or absence of the tumor. One neoplastic and one non-neoplastic tissue from each nephrectomy were snap-frozen in liquid nitrogen and stored at −80 °C until being used for evaluation of pro-IL-1β and IL-1β expression by Western blotting analysis. Serum was separated from peripheral blood samples that were collected by venipuncture (10 mL; BD Vacutainer glass serum tube) and stored at −80 °C in aliquots. Serum IL-1β levels were measured using ELISA (R&D, DLB50, Quantikine, Minneapolis, MN, USA) according to the manufacturer’s instruction. All samples were analyzed in duplicate.

### 4.2. Cell Lines and DNA Transfection

The human kidney cancer 786-O (CRL1932), HTB44, and HTB46 cell lines were purchased from Food Industry Research and Development Institute (Hsinchu City, Taiwan) and were maintained in complete growth medium as recommended by American Type Culture Collection (ATCC; Manassas, VA, USA). DNA transfection was performed with Lipofectamine 2000 (Thermo Fisher Scientific, MA, USA) following the manufacturer’s protocol.

### 4.3. Chemicals and Reagents

Recombinant human (rh) IL-1β and MCP-1 were purchased from R&D System (Minneapolis, MN, USA). Western blot was performed using antibodies against human IL-1β, MCP-1, GRP78, ERO1α (Cell Signaling Technology, Danvers, MA, USA), and CHOP (GeneTex, Irvine, CA, USA). Anti-CNX (Cell Signaling Tech.) was used for Western blotting, immunofluorescent staining, and IHC. Anti-MCPIP (GeneTex) and anti-PERK (Cell Signaling Tech.) were used for Western blotting and IHC. Tunicamycin was from Sigma-Aldrich (St. Louis, MO, USA)

### 4.4. Western Blot Analysis

Frozen samples of renal tissues were reduced to small pieces with a razor blade and homogenized on ice three times (20 sec each) by a Polytron blender (SONICS, Newtown, USA) in lysis buffer (Cell Signaling Tech.) supplemented with a protease-inhibitor cocktail (Merck, Kenilworth, USA). Tissue homogenates were centrifuged at 750× *g* for 10 min at 4 °C and the supernatant was assayed for total protein content and stored at −80 °C until used for Western blotting analysis. Protein lysate collection for cultured cells and Western blot analysis were performed as described previously [36,37].

### 4.5. ELISA

Cells were seeding in a 24-well culture plate (2 × 10^5^ cells/well) and grown in 2 mL of serum-free medium for 16 h. The supernatants were collected and the secreted MCP-1 was quantified using ELISA for human MCP-1 (R&D System) following the manufacturer’s protocol. Concentrations of measured MCP-1 were normalized to the cell number determined in parallel.

### 4.6. Cytokine Antibody Array Analysis

Human Cytokine Antibody Array 1 (RayBiotech, Peachtree Corners, GA, USA) was used to measure the secreted cytokines in conditioned medium of IL-1β treated 785-O cells following the manufacturer’s protocol. Conditioned medium subjected to cytokine assay were prepared from 10^5^ cells seeded onto 6-cm dish and cultured in 2 mL of serum-free medium with or without IL-1β (1 ng/mL) treatment for 16 h.

### 4.7. Luciferase Reporter Assay

Cells expressing luciferase under NF-κB or AP-1 promoter were generated by transducing lentivirus carrying NF-κB or AP-1-luciferase constructs (Cignal lenti reporter system; Qiagen, Germantown, MD, USA), following the manufactures’ instruction. Luciferase reporter assays were then carried out as described previously [36].

### 4.8. Quantitative Real-Time qPCR (qPCR) 

The synthesis of cDNA from total RNA was performed with M-MLV reverse transcriptase (Promega, Madison, WI, USA). The primers required were designed by the online tool at the Universal Probe Library Assay Design Center (Roche Applied Science, https://www.roche-applied-science.com) and shown in Supplementary Table S4. QPCR was performed with Fast Start Universal Probe Master Kit (Roche Applied Science, Penzberg, Germany). The cycling parameters began with 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 sec and 60 °C for 60 sec, followed by a melting curve analysis.

### 4.9. Gene Expression Microarray

786-O cells maintained in RPMI-1640/10% FBS were treated with rhMCP-1 for 24 h in duplicate in 100-mm dishes. Extraction of total RNA, RNA quality evaluation, and cDNA microarray experiments were performed according to Affymetrix standard protocols by the microarray core laboratory at the National Health Research Institutes. The gene chips (Clariom S Assay HT06, Affymetrix Inc., Santa Clara, CA, USA) were scanned with an Affymetrix GeneChIP Scanner 3000 7G; and the CEL files generated were analyzed using Affymetrix Expression Console Software (v. 1.4), which normalizes array signals using Signal Space Transformation (SST) and a robust multiarray averaging (RMA) algorithm. Normalized data were analyzed using Transcriptome Analysis Console (TAC) 3.0 software (Affymetrix). 

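At an unadjusted limma p under 0.05 and a fold change of at least 2, 93 probe sets passed. In MCP-1-treated cells 45 were higher and 48 lower, and 62 of the 93 carry a gene symbol. The fold threshold alone passed the same 93, so limma's p threshold removed no probe set. The lower ones included ULBP1, a stress-induced ligand of natural killer cells (log2 fold change -1.74), KDM7A, a histone demethylase (-1.86, and -1.21 and -2.51 in the replicate pairs), and TSC22D3, a glucocorticoid-induced gene (-1.58), which failed the adjusted threshold (adjusted p from limma between 0.0652 and 0.213 for the 7 genes next in rank to ATF3). The 11 higher genes next in rank to HSPA1A, from RNF43 at 1.29 through QPCT, RIPPLY2, DEFB131A, IFT70B, HOXC11, ADAM32, FAM178B, KCNN3 and EFCAB9 to DEFB131B at 1.07, also failed it, and all had mean signals below the 90th percentile of the negative controls. Of the 93 probe sets, 37 lay above that level, 4 higher and 33 lower, and without probe sets below the 25th percentile of signal the higher count was 25. With no block, the count was 183 without untreated replicate 1, 243 without untreated replicate 2, 380 without MCP-1-treated replicate 1 and 160 without MCP-1-treated replicate 2, against 88 with all 4 arrays.
PERK, ATF4 and CHOP targets made up 12 of the 61 named genes past these thresholds where 0.141 would be expected (odds ratio 148, 95% confidence interval 65.0 to 318, two-sided Fisher's exact test, p = 6.55e-21, adjusted over 26 lists 1.70e-19). Fisher's test treats genes as independent, so this p does not measure the spread between dishes. The list's adjusted p was 0.490 from camera with an estimated correlation and 0.188 from fry. Of its 41 members 38 lay above the 90th percentile of the negative controls, whereas the background was all named genes.
By the methods' t-test with the same thresholds, 20 probe sets passed, 6 higher and 14 lower. With arrays taken as unpaired, 43 passed, 9 higher and 34 lower. Adjusted over all probe sets, the methods' t-test left 4, each with equal differences in both pairs to the rounding of the values and a fold of at most 1.18. An unadjusted p under 0.05 was found for 4.95% of probe sets by limma and 4.53% by the methods' t-test, where chance gives 5%. Simulated data sets with no change gave a median of 67 probe sets past the p and fold thresholds with limma. The range was 45 to 88 in 100 sets. With the methods' t-test the median was 11, from 4 to 20. Each probe set's variance was drawn in these sets with no relation to its signal level. Their counts may therefore differ from those of arrays whose spread changes with signal.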

A paired *t*-test was applied to identify differentially expressed transcript genes between sample pairs and probes, with *p*-values less than 0.05 and fold-change ≥2 declared significant. Microarray expression data are available at the U.S. National Center for Biotechnology Information Gene Expression Omnibus (GEO) database under accession number GSE127996.

### 4.10. Mouse Xenogaft Tumor Model

All animal experiments were approved by the Institutional Animal Care and Use Committee of Chang Gung Memorial Hospital (IACUC number: 2016060102, Jun 2016 to Dec 2019). Our animal center is an the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC) certified center and this study was performed in accordance with all the relevant guidelines and regulations. Mice were housed in a temperature and humidity-controlled room maintained on standard rodent chow with unrestricted access to water. 786-O cells (5 × 10^6^ per mouse) were mixed with equal volumes of Matrigel (#356237, Corning, Corning, NY, USA) and injected subcutaneous (s.c.) into the back area of male BALB/C (nu/nu) nude mice (*n* = 8 for each group) aged 8 weeks. Tumors were measured by a caliper and the volume was calculated using V = A × B^2^ × 0.5 (A, long diameter; B, short diameter). Tumors were harvested from euthanized mice 63 days post-injection, snap-frozen in liquid nitrogen, and stored in −80 °C. For IHC studies, formalin fixation followed by paraffin embedment was performed.

### 4.11. Imunohistochemistry (IHC) and Quantitative Staining Measurement of IHC

Xenograft tumors derived from 786-O cells were subjected to formalin fixation followed by paraffin embedment. Tissue sections (4 µm) were then prepared. IHC was performed with Dako REAL™ EnVision™ Detection System (Agilent, Santa Clara, CA, USA) according to the manufacturer’s instructions. Xenograft RCC tumor sections and human ccRCC tissue microarray (HKid-CRCC150CS-01, US Biomax, Inc.) were deparaffinized and dewaxed in xylene, and rehydrated through graded alcohol. Antigen retrieval was carried out with retrieval solution (Dako Target Retrieval Solution) at 95–100 °C for 10 min. Block endogenous peroxidase activity was performed by incubating sections in Peroxidase-Blocking Solution (Dako REAL™ Peroxidase-Blocking Solution) at room temperature for 10 min. After blocking non-specific binding with 1% BSA in PBS, tissue sections were incubated with blocking solution containing anti-MCPIP (mouse monoclonal antibody, GeneTex, USA, 1: 100), anti-PERK (mouse monoclonal antibody, Cell Signaling Technology, MA, USA, 1: 100), anti-CNX (mouse monoclonal antibody, Cell Signaling Technology, MA, USA, 1: 100), and anti-Ki67 (mouse monoclonal antibody, Abcam, 1: 100) at 4 °C for overnight. Followed by stained with Dako REAL™ EnVision™/HRP solution and Dako REAL™ DAB+ Chromogen: Dako REAL™ substrate solution. Counterstaining was performed with Hematoxylin solution. Finally, the slides were viewed and scanned using a Panoramic Digital Slide Scanner MIDI (3DHISTECH, Budapest, Hungary). The immunoreactivity for protein studies was assessed by pathologists. The grades of MCP-1 and MCPIP staining intensity at RCC tissue microarray were four-tiered as follows: 0, negative staining; 1, weak staining; 2, moderate staining; and 3, strong staining.

### 4.12. TUNEL Assay

Terminal deoxynucleotidyl transferase-mediated dUTP nick end labeling (TUNEL) was performed using Click-iT^®^ TUNEL Alexa Fluor Imaging Assay (Thermo Fisher Scientific, Waltham, MA, USA) to detect the apoptosis in the cells. Positive controls were obtained by the treatment of cells with DNase I, according to the manufacturer’s instructions. The samples were analyzed using a fluorescence microscope (Carl Zeiss International, Oberkochen, Germany).

### 4.13. Statistical Analysis

Comparisons of the results between various experimentally treated groups and their corresponding controls were carried out by Student’s *t*-test. Data presented are the means ± SD of *n* independent experiments as described in the Figures’ legends. Statistical significance was considered difference when *p* < 0.05 and significance when *p* < 0.01. The chi-square test performed with the computing environment R (v. 3.5.2., R Development Core Tam, 2018) and Mann–Whitney U test was used to assess the association between immunoreactivities of MCP-1 or MCPIP with TNM stages of ccRCC tumors. Statistical differences with *p* < 0.05 were considered significant.

## 5. Conclusions

We discovered that some RCC tumors with high levels of IL-1β were at the early stage and were non-metastatic. We demonstrated that IL-1β induces MCP-1/MCPIP-1 signaling in RCC cells. Consistent with MCPIP-1 induction, molecules involved in ER stress and ER stress-mediated apoptosis are up-regulated in MCP-1 treated RCC cells and xenograft RCC tumors. Apoptotic cell death was observed in MCP-1 treated RCC cells. In summary, our findings provide novel insights into the complex molecular contexture that is elicited by IL-1β in RCC, and they suggest that targeting ER stress is a possible therapeutic intervention for RCC.

## Figures and Tables

**Figure 1:**
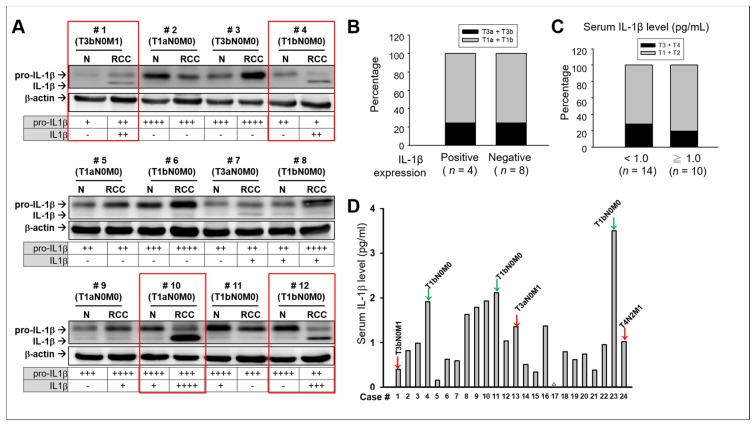
Intra-tumoral expression patterns and serum levels of IL-1β in RCC. (**A**) Western blot analysis of pro-IL-1β and IL-1β in human RCC tumor tissues (RCC) and the adjacent normal renal tissues (N). The protein bands of pro- IL-1β (31 kDa) and IL-1β (17 kDa) were quantified using ImageJ and normalized with the amounts of β-actin. The normalized intensities were graded into four classes, high (+++), medium (++), low (+), and negative (–). Red boxes indicate IL-1β-positive (highly and moderately stained) RCC. (**B**) Statistical analysis for determining the clinical stage of patients in the IL-1β-positive group compared with that of patients in the IL-1β-negative group. (**C**) Statistical analysis for determining the clinical stage of patients in the high (≥1.0 pg/mL) serum IL-1β group compared with that of patients in the low (<1.0 pg/mL) serum IL-1β group. Statistical analysis was performed using Mann–Whitney nonparametric *U*-test. (**D**) The serum levels of IL-1β were determined using the enzyme-linked immunosorbent assay (ELISA). △ indicates un-detectable. Red arrows indicate that the RCC diagnosis was metastasis (M1 and/or N1) and/or late stage; green arrows indicate that neither was diagnosed.

**Figure 2:**
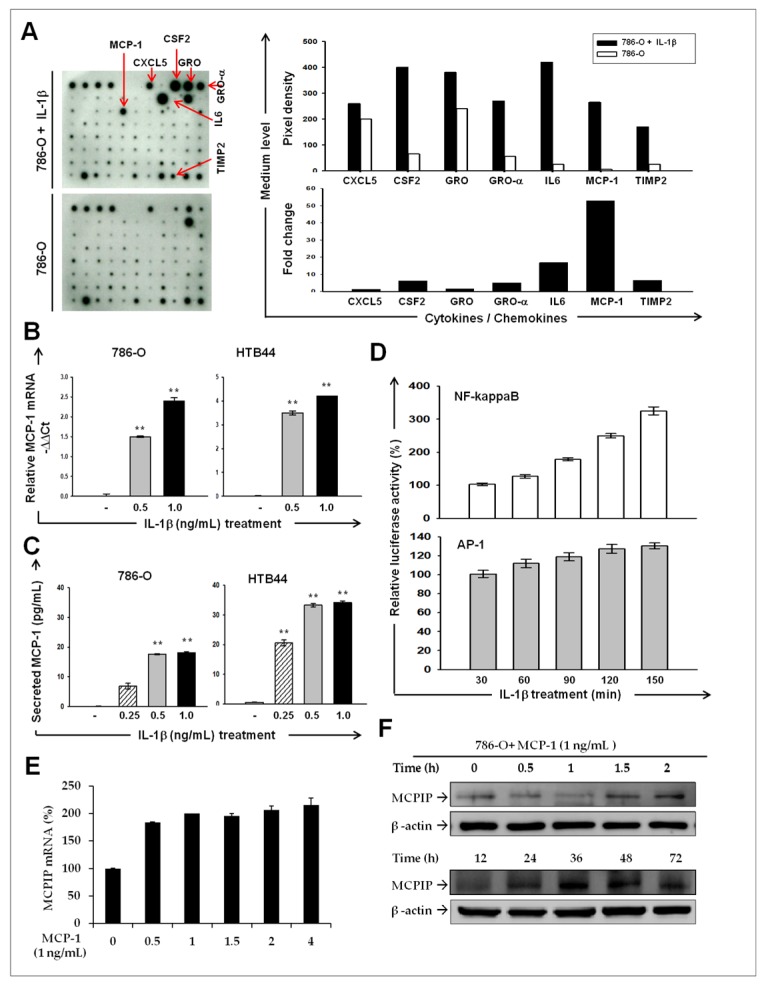
IL-1β induced monocyte chemoattractant protein (MCP)-1/ MCP-induced protein (MCPIP)-1 signaling pathway in RCC. (**A**) Human cytokine antibody arrays were used to detect secreted cytokines in the media of the 786-O cells after stimulation with IL-1β for 24 h. Left panels: the original images of the hybridized cytokine array (left). Red arrows indicated spots with significant increased or decreased in the IL-1β-treated cells. Intensities of spots were quantified using ImageJ and shown as pixel densities (upper) or as fold changes (lower) relative to the untreated cells. IL-1β stimulates MCP-1 mRNA expression (**B**) and protein secretion (**C**) by renal cell carcinoma (RCC) cell lines in a dose dependent manner. Cells were treated with indicated concentrations of IL-1β for 24 h followed by quantitative PCR or ELISA to determine the MCP-1 mRNA expression and secretion, respectively. Results are expressed as mean ± SD (*n* = 3). ** *p* < 0.01 versus phosphate-buffered saline (PBS) controls. (**D**) IL-1β induced the transcriptional activities of NF-κB and activator protein (AP)-1. Luciferase reporter assays for NF-κB- and AP-1 were carried out at indicated times after IL-1β treatment. The luciferase activity determined and normalized to total protein (mean ± SD from three independent tests. ** *p <* 0.01 versus control. Time-course quantitative RT-PCR (**E**) and Western blotting analysis (**F**) were carried out to examine the mRNA or protein expression of MCPIP, respectively. β-actin was used as an internal control.

**Figure 3:**
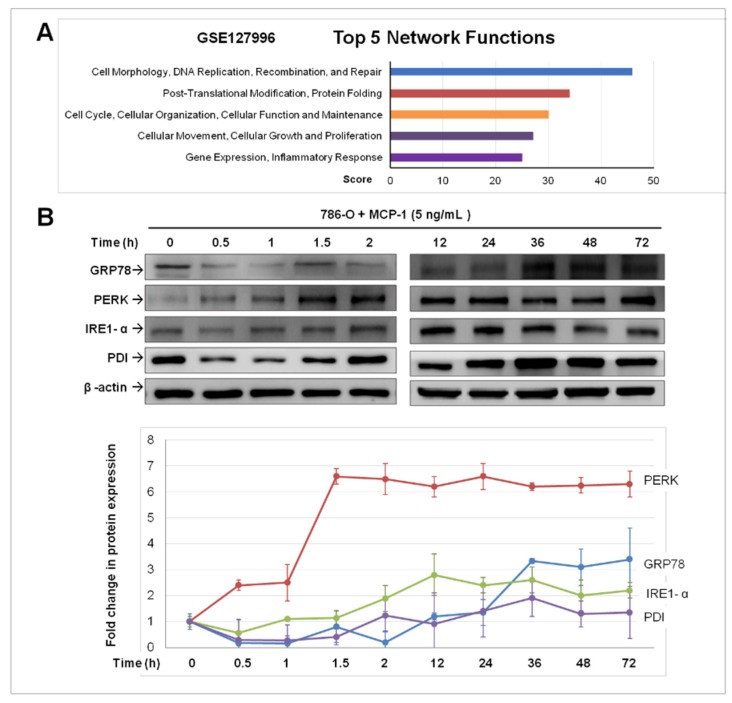
Dysregulation of protein-folding and expression of endoplasmic reticulum (ER) stress mediators in 786-O cells by monocyte chemoattractant protein (MCP)-1 treatment. (**A**) A graph showing the top 5 network functions changed in MCP-1-treated 786-O cells. (**B**) Western blotting analysis of indicated protein markers of ER stress in response to MCP-1 treatment in 786-O cells. After MCP-1 (5 ng/mL) treatment of 786-O cells, whole cell lysate was harvested at the indicated time points. β-actin was used as a loading control. Densitometric analysis of immunoblots for indicated proteins in untreated (0 h) and MCP-1-treated 786-O cells. The level of each protein in untreated control was set as 100%. Data is represented as mean ± SD (*n* = 3).

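Inflammatory transcripts tended to lower levels in MCP-1-treated cells, and genes of DNA replication to slightly higher ones, while no single gene of either group passed the threshold over all genes. Of 47 measured NF-κB target genes, 33 had a lower and 14 a higher treated mean, with a mean log2 fold change of -0.21 (camera adjusted p = 4.98e-05). The camera adjusted p was 0.490 with an estimated correlation, a test left with 1 residual degree of freedom. Adjusted over the list alone, 5 were lower and none higher. These were the chemokine CXCL8 (log2 fold change -1.18, standard error 0.25, adjusted p = 0.453 over all genes from limma), the cytokine IL1B at -0.97, PTX3 at -0.95, TNFAIP3, an inhibitor of NF-κB, at -0.95, and VCAM1. IL1B and CXCL1 had signals within the range of negative controls. Of the 47 genes, 31 had mean signals above the 90th percentile of the negative controls. The treated signals of CCL2, 6.08 and 5.80, lay below that percentile on those arrays, 6.36 and 6.70. IL6 had a log2 fold change of -0.54, CCL2, the gene of MCP-1, of -0.45 and CXCL1 of -0.36 (-0.83 and 0.10 in the replicate pairs), each with an adjusted p of 1 from limma.
Of 55 measured DNA replication genes, 41 had a higher treated mean, and the mean log2 fold change was 0.11 (camera adjusted p = 0.0410, and adjusted p = 0.490 with an estimated correlation). ORC1, a subunit of the origin recognition complex, had a log2 fold change of 0.54, GINS4 of 0.55, POLA1, of DNA polymerase alpha, of -0.50 and RPA3 of -0.61, none past the threshold, also when adjusted over the list alone. With no block, the call on this list was lost without MCP-1-treated replicate 1 (adjusted p = 0.424), without untreated replicate 1 (adjusted p = 0.0739) and without untreated replicate 2 (adjusted p = 0.138).
Genes of recombination and repair had a mean log2 fold change of 0.05 over 59 genes (camera adjusted p = 0.493), with the DNA damage kinase ATR at 1.03 (adjusted p = 0.608 from limma). For 62 genes of the mitotic cell cycle the mean was 0.06 (camera adjusted p = 0.336), with the phosphatase CDC25A at 0.77, cyclin CCNE2 at 0.61, the inhibitor CDKN1A at -0.64 and the proliferation marker MKI67 at -0.13 (0.04 and -0.31 in the replicate pairs). Over 59 genes of cell movement and extracellular matrix the mean was -0.02 (camera adjusted p = 0.547), with the matrix protease MMP7, within the range of negative controls, at -0.65. No gene of these 3 lists passed limma's adjusted threshold, over all genes or adjusted over the list alone.

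**Figure D3:**
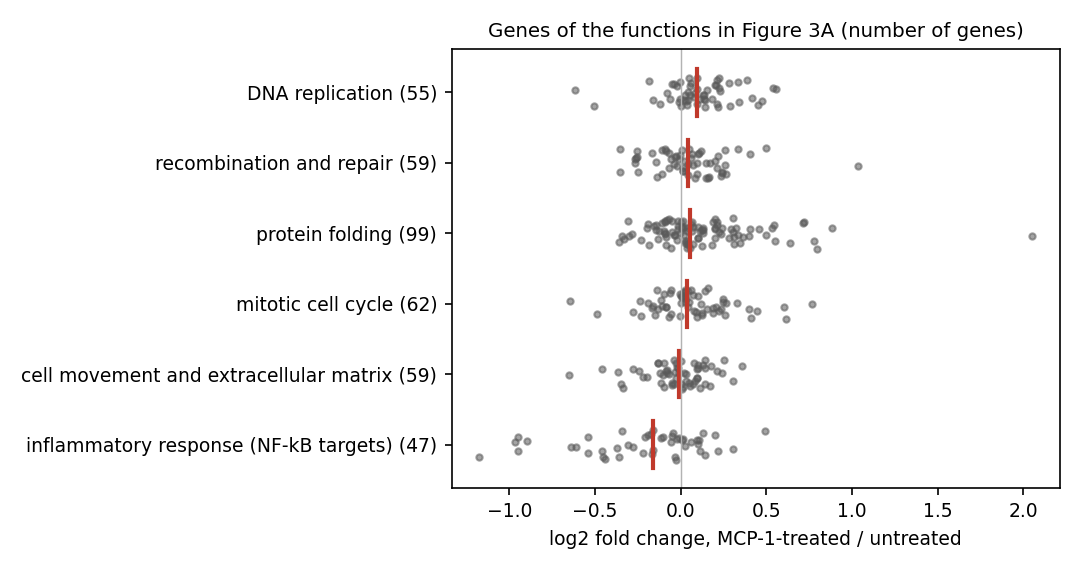
Log2 fold change of each measured gene in 6 gene lists, MCP-1-treated minus untreated, with a red line at each list's median. HSPA1A, at 2.05, lies above all other genes of the 6 lists.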

**Figure 4:**
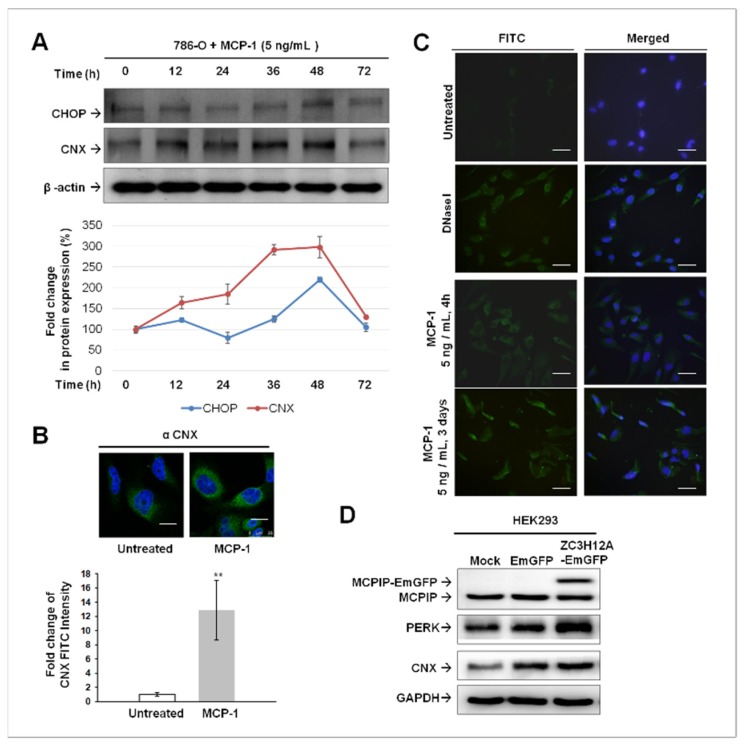
Induction of ER stress-mediated apoptosis by MCP-1/MCPIP-1 signaling. (**A**) Western blotting analysis of CHOP and CNX expression in MCP-1 treated 786-O cells. After MCP-1 (5 ng/mL) treatment of 786-O cells, whole cell lysate was harvested at the indicated time points. β-actin was used as a loading control. (**B**) Cellular immunofluorescence staining for calnexin [CNX, Fluorescein isothiocyanate (FITC) labeled] in 786-O cells with or without treatment of MCP-1 for 16 h. Cells were visualized under a fluorescent microscope (Leica TCS SP8 X, Leica microsystems) and FITC intensity was quantitated using an image analyzer system Leica application Suite X (LAS X). The bars represent means ± SD (*n* = 3). ** *p* < 0.01 versus untreated controls. Scale bar, 10 µm. (**C**) TUNEL assay to determine MCP-1-induced apoptosis of 786-O cells. Cells were treated with MCP-1 (5 ng/mL) for 4 h or 3 days and induction of apoptosis was confirmed by the appearance of TUNEL-positive cells. DNase I treated (10 U/mL for 30 min) cells were used as a positive control. Scale bar, 50 µm. (**D**) Cellular protein lysate was harvested at 24 h after transfection with plasmids encoding either EmGFP or MCIPIP-EmGFP. Protein expression of MCPIP, PERK, and CNX were analyzed by immunoblotting analysis. Glyceraldehyde-3-Phosphate Dehydrogenase (GAPDH) was used as loading controls for immunoblotting analysis.

**Figure 5:**
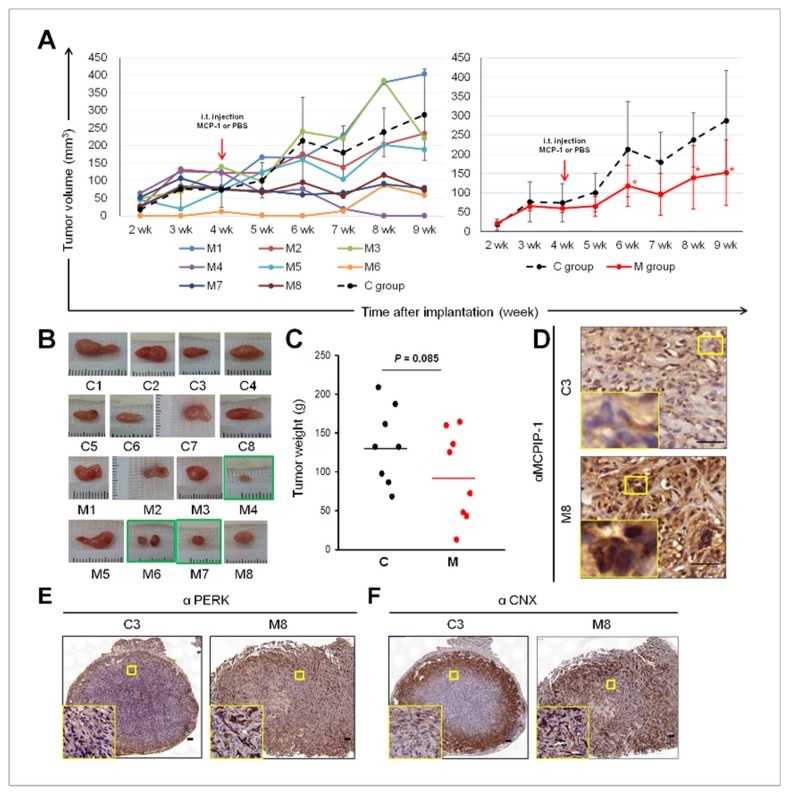
Tumor suppressing effect of MCP-1 in a mouse xenograft model of RCC. (**A**) Growth curve for individual (left chart, solid lines) and average (right chart, the red solid line) tumor volume upon treatment of MCP-1 (M group) were presented. The black dash lines expressed as the average tumor volume of the C group. Tumor volumes were monitored once a week and calculated as described in the “Materials and methods”. Photograph (**B**) and weight (**C**) of xenograft RCC tumors on Day 63. Representative images of MCPIP-1 (**D**), PERK (**E**), and CNX (**F**) immunohistochemical detection of in 786-O xenograft tumor samples from C and M group BALB/C nude mice. The staining was visualized and photographed on an inverted microscope (Nikon, Eclipse TE300, Tokyo, Japan). Scale bar, 50 µm. Yellow squares, magnitude x 200.

**Figure 6:**
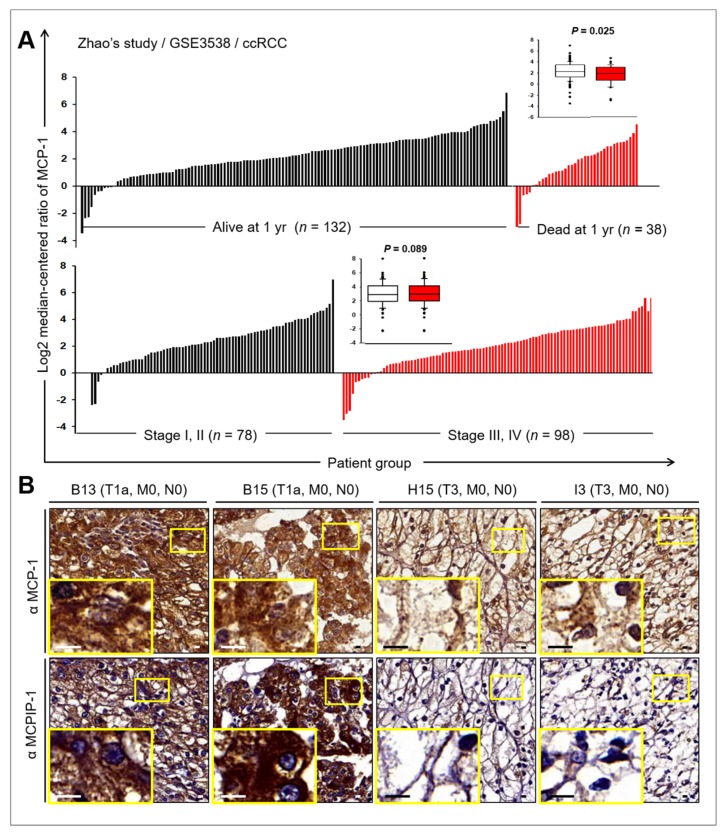
Expressions and prognostic values of MCP-1 and MCPIP in ccRCC. (**A**) Expression of MCP-1 mRNA in tumors of patients with ccRCC. The MCP-1 expression profiles of ccRCC with information about pathological characteristics were obtained from Zhao’s study [24]. Each of the tumor samples is plotted in order of increasing levels of MCP-1 mRNA. Inset: box plots display the median values of the array data and the 25th and 75th percentiles. The minimum and maximum values are indicated as whiskers. Points indicate outliers. Statistical differences were determined by Student *t*-test. (**B**) Immunohistochemical (IHC) staining of human ccRCC TMAs with anti-MCP-1 or anti-MCPIP antibodies. Representative images of immunohistochemistry for MCP-1 (upper panels) and MCPIP (bottom panels) in ccRCC tumors with pathological characteristics. Scale bar, 10 µm.

**Table 1:** Immunohistochemistry results for MCP-1 and MCPIP in ccRCC.

Protein Expression	No. of Cases	Percentage
MCP-1 in tumor tissue		
Negative	0	0
Positive	75	100%
Weak	30	40%
Moderate	29	38.7%
Strong	16	21.3%
MCP-1 in adjacent non-tumor tissue		
Negative	0	0
Positive	75	100%
Weak	7	9.3%
Moderate	33	44%
Strong	35	46.7%
MCPIP in tumor tissue		
Negative	17	22.7%
Positive	58	77.3%
Weak	21	28%
Moderate	32	42.7%
Strong	5	6.7%
MCPIP in adjacent non-tumor tissue		
Negative	10	13.3%
Positive	65	86.7%
Weak	40	53.3%
Moderate	25	33.3%
Strong	0	0

Monocyte chemoattractant protein (MCP)-1, MCP-induced protein (MCPIP), clear cell renal cell carcinoma (ccRCC).

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/20/23/6101/s1.

## Abbreviations

MCP-1	Monocyte hemoattractant protein-1
MCPIP-1	MCP-1-induced protein-1
IL-1β	Interleukin-1β
RCC	Renal cell carcinoma
BiP/GRP	Binding immunoglobulin protein/glucose-regulated protein 78
PERK	RNA-dependent protein kinase-like ER kinase
IREα	IRE: inositol requiring element 1α
PDI	Protein disulfide isomerase
ERO-1α	ER oxidoreductase 1α
CHOP	CCAAT enhancer–binding protein homologous protein
CNX	calnexin
SOCS3	Suppressor of cytokine signaling-3
NF-κB	Nuclear factor-κB
AP-1	Activator protein 1
ccRCC	Clear cell renal cell carcinoma
ER	Endoplasmic reticulum
TUNEL	Terminal deoxynucleotidyl transferase-mediated dUTP nick end labeling assay
IHC	Immunohistochemistry
VHL	von Hippel–Lindau

# Supplementary material for: MCP-1/MCPIP-1 Signaling Modulates the Effects of IL-1β in Renal Cell Carcinoma through ER Stress-Mediated Apoptosis
**Source:** Int J Mol Sci. 2019 Dec 3;20(23):6101. doi: 10.3390/ijms20236101
**Supplement:** Supplementary file 1

Supplementary Material

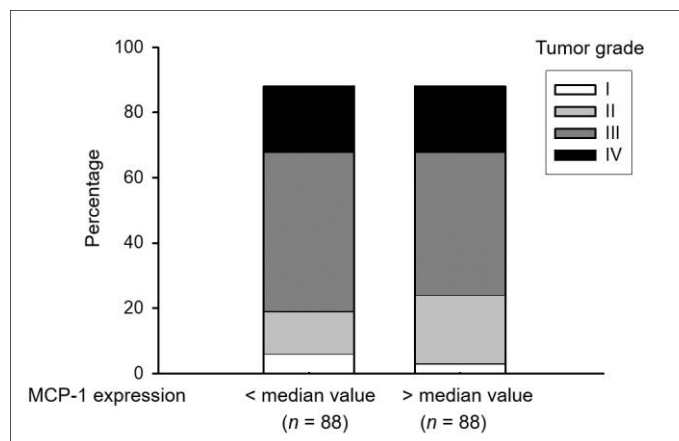

Supplementary Figure S1. Statistical analysis of Fuhrman grade of patients in the MCP-1-low expression group (< median value, $n = 88$) compared with patients in the MCP-1-high expression group (> median value, $n = 88$). Statistical analysis was performed using Mann-Whitney nonparametric U-test.

Table S1 Clinicopathological features of 75 patients in ccRCC tissue microarray

Variables	No. of cases	Percentage
Age (years)		
Mean	59	
Range	29-82	
Gender		
Male	100	67%
Female	50	33%
Pathological type		
ccRCC	75	50%
Non-tumor	75	50%
TNM stage		
I + II	62	83%
III + IV	13	17%
Lymph node metastasis		
Present	5	7%
Absent	69	93%
Distance metastasis		
Present	1	1%
Absent	74	99%

Supplementary Table S2 Comparison between early and late stage of ccRCC based on MCP-1 and MCP-1P immunoreactivities using the chi-square test

	No. of cases	MCP-1 in tumor tissue		MCP-1P in tumor tissue	
		IHC score	P-value	IHC score	P-value
TNM stage					
I	37	1.82 (0.76)		1.29 (0.89)	
II + III	38	1.86 (0.78)	0.992	1.52 (0.90)	0.987

Supplementary Table S3. Clinical pathologic characteristics of clear cell renal cell carcinoma patients.

Characteristics	No. of patients (<i>n</i> = 24)
Stage	
I	16
II	0
III	7
IV	1
TNM	
T4	1
T3a + T3b	7
T2	0
T1a + T1b	16
N1	2
N0	22
M1	3
M0	21

Supplementary Table S4 Primer sequences for qPCR

Primers for qPCR		
Gene symbol		Sequences
ZC3H12A	F	5' atcgatgggagcaacgtg 3'
	R	5' ccgctccagaaaccagttc 3'
b-actin	F	5' ccaaccgcgagaagatga 3'
	R	5' ccagaggcgtacagggatag3'

How the deposited data were processed for this re-analysis (not part of the article)

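RNA of 786-O cells was measured on 4 Clariom S arrays, 2 of untreated and 2 of MCP-1-treated cells. The authors scanned the arrays, processed the scans with Affymetrix Expression Console 1.4, and deposited 1 table of log2 signals, made by Signal Space Transformation and robust multiarray averaging (RMA), with 1 value per probe set and array. Each array runs from about 1 to about 18 with similar medians, as a log2 scale gives. The raw scans were not used here, so background correction, normalization and summary of probes were not redone, and the table holds no detection calls. The array labels give 5 ng/mL MCP-1 and 16 h, the paper 24 h. The number of arrays limits the precision.

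Of 24351 probe sets, 2903 control probe sets were left out and 21448 tested. A gene symbol was listed for 17709 of them, none had several symbols, and 3739 had no gene listed. All 17709 symbols matched a current gene. For 20 genes with more than 1 probe set, the one with the highest mean stood for the gene. The build behind the array's positions is not named, and no positions are given. The genes ZC3H12A, CSF2 and TIMP2 were not analysed here, since the gene table names no probe set for them. The 612 negative control probe sets gave a background level, with a median of 3.71 and a 90th percentile of 6.11 of their means.

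Differences between MCP-1-treated and untreated cells were fitted with limma 3.58.1 in R 4.3.3, with group and replicate number as terms, since the paper's methods use a paired test. This leaves 1 residual degree of freedom, and the prior that limma estimated has 9.60. The replicate numbers are not shown to pair the arrays: the deviations from the group means correlated at -0.0466 across probe sets between replicates of the same number, and the fit without the block, with 2 residual and 4.35 prior degrees of freedom, is given beside it. P-values were adjusted by Benjamini and Hochberg. The paired test of the methods was run on its own with the methods' thresholds (p under 0.05, fold of at least 2), and the series' threshold of 1.5 as an alternative.

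Gene lists were tested with camera, with a preset correlation of 0.01 and again with an estimated correlation, and with fry, adjusted over 26 lists. The estimated correlation and fry rest on the 1 residual degree of freedom, which limits what they can call. The lists, the alternatives and the rule for named genes were set before the data were examined, apart from what is named below as added. The lists, written from textbook knowledge, cover protein folding, its parts in the ER and in the cytosol and mitochondria, PERK-ATF4-CHOP targets, ATF6 and XBP1 targets, ER-associated degradation, ER stress-mediated apoptosis, DNA replication, recombination and repair, mitotic cell cycle, cell movement and extracellular matrix, NF-κB targets, MCPIP-1 target transcripts, interferon response, HIF targets, NRF2 and oxidative stress, cholesterol synthesis, p53 targets, immediate early genes, replication-dependent histones, ribosomal proteins, oxidative phosphorylation, and markers of proximal tubule, monocytes and macrophages, lymphocytes and endothelium. The share of a list among genes past the methods' thresholds was tested with Fisher's exact test. The commercial pathway software of the paper was not used here.

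Named genes are the 12 genes with the highest and the 12 with the lowest log2 fold change among those past the adjusted threshold and changed the same way in both replicate pairs, with free places filled by the largest changes past the p and fold thresholds; every gene the paper names; and up to 4 members of each list with the smallest p. PHGDH and VCAM1 fall outside it and were chosen after their values were seen. A list of heat shock factor targets, 13 of them measured, was written after the value of HSPA1A had been seen.

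The alternatives were no replicate block, filters on dim probe sets at the 25th percentile and the median, arrays centred on their medians, quantile normalization, a variance prior with a trend and robust estimation, 1 probe set per gene, each array left out in turn, each replicate pair alone, and the other tests. A filter at the 90th percentile of negative controls, with and without the block, and the protein folding list without HSPA1A were added after the data had been seen. The scripts were tested on simulated data: at this number of arrays, limma with the block recovered 14% of genes with a log2 change of 1, 78% at 1.5, 98% at 2 and 100% at 2.7, with 5 false calls. These rates come from a single simulated set. Its variances, and those of the simulated sets with no change, were drawn with no relation to signal level. Tables and figures used Python 3.11.15 and matplotlib 3.10.9.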

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

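The tests of a single array and of all arms of the unfolded protein response were chosen after their results had been seen, and the heat shock factor targets were listed after HSPA1A had been seen but before the values of the other targets.

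The PERK-ATF4-CHOP targets, a group the paper does not discuss as transcripts, had a mean log2 fold change of -0.874 in MCP-1-treated cells. A single deviant array is argued against by the combinations of 1 treated and 1 untreated array. In each of them the list's median was no nearer to 0 than -0.678, against -0.04 and -0.05 between replicates of a group. After centring or quantile normalization the median was no nearer to 0 than -0.715. The arrays were already normalized, with medians from 6.20 to 6.28, so rescaling could hardly move the list's median. The deposited normalization itself was not tested, since the raw scans were not used. A lower level of all arms of the unfolded protein response is argued against by ATF6 and XBP1 targets with a median of 0.0710 (95% bootstrap interval over genes -0.02 to 0.13). That interval does not measure the spread between dishes. The median was 0.05 in each replicate pair. Of these 44 targets 26 had a higher and 18 a lower treated mean, among the lower XBP1 itself at -0.49. What stays open is an effect of MCP-1 on the PERK-ATF4-CHOP targets and the deposited normalization. Also open are a difference between dishes in medium, amino acid supply or handling, and an exchange of the labels of both groups. The paper reports MCPIP-1 as induced by MCP-1 (Fig. 2E). Of 23 transcripts tied to degradation by MCPIP-1, 17 were lower in the cells given as treated (mean -0.24). That list has a camera adjusted p = 0.490 with an estimated correlation, and 14 of its genes lay above the 90th percentile of the negative controls. It shares genes such as IL6, IL1B and CXCL8 with the NF-κB targets (mean -0.21), so its fall cannot decide on an exchange. DDIT3, at -2.62, runs opposite to the higher CHOP protein that the paper reports at later times (Fig. 4A). An exchange is therefore not excluded.

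HSPA1A, which the paper does not report, had a log2 fold change of 2.05. Whether HSPA1A changed alone is not settled. The cytosolic and mitochondrial chaperones without it had a mean log2 fold change of 0.15 (n = 59 genes, 41 with a higher treated mean, camera p = 0.00206 with a preset correlation, 0.262 with an estimated correlation, and p = 0.109 with fry). Only the preset test passed. Most of the heat shock factor targets belong to this same list, so they are not separate support. A heat shock response of the cytosol is a candidate explanation: 13 of 13 measured targets of heat shock factor 1 other than HSPA1A had a higher treated mean. None of these targets passed limma's adjusted threshold, and they ranged from HSPB1 at 0.04 and HSP90AA1 at 0.13 to DNAJB1 at 0.88. Their median log2 fold change was 0.397 (95% bootstrap interval over genes 0.31 to 0.54), an interval that does not measure the spread between dishes. In the combinations of 1 treated and 1 untreated array the median ran from 0.289 to 0.478. Whether MCP-1 or the handling of the dishes would underlie a heat shock response was not tested, and the hypothesis was found and tested on the same arrays.

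Replication-dependent histones, which the paper does not discuss, had a median log2 fold change of -0.263 over 48 genes, with 44 lower, as had ribosomal proteins and oxidative phosphorylation genes with smaller medians. A trend with signal level is argued against: of 10000 random lists matched on signal level for each group, the middle list had a median of 0.0036, -0.00339 and 0.00073 and the 2.5th percentile was -0.061, -0.058 and -0.050, against -0.263, -0.15 and -0.10 for the groups themselves. Whether MCP-1-treated replicate 2 alone makes this pattern cannot be told apart from a change in both treated arrays: in treated replicate 1 the list nearest 0 had a median of -0.0534 and the others were little lower, against -0.47, -0.24 and -0.12 in replicate 2, and the untreated arrays differ from each other by 0.08 to 0.23. No biological explanation was tested.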

How the results depend on the processing

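The filter at the 90th percentile of negative controls was chosen after the data had been seen. Signals near background limit what can be called: of the 93 probe sets past the methods' thresholds 37 lie above that percentile. The direction of the PERK-ATF4-CHOP targets and of the 6 named genes past the adjusted threshold was the same under every alternative run. The fit with the block has 1 residual degree of freedom. In 100 simulated sets with no change, and with variances unrelated to signal level, limma's estimated prior ranged from 6.48 degrees of freedom to infinite. Of these sets 50 had at least 1 call. Whether the calls followed from the prior was not tested.

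For genes changed by MCP-1 (7, 2 higher and 5 lower with the replicate block), the counts were 0, 0 and 0 with no replicate block, with centred arrays and with quantile normalization, and 0 to 0 with each array left out in turn (leave-one-out, where the block is dropped too and the fit with no block on all 4 arrays already gives 0; the lone array of a group is assumed to vary like the others). They were 51, 7 and 44 without probe sets below the median signal, 69, 17 and 52 with a trend and robust variance prior, 49, 6 and 43 above the 90th percentile of negative controls, 4, 1 and 3 there with no block, and with 1 probe set per gene 1 was higher, since the unnamed one is left out. The lists with 51 and with 69 each include all 7. Limma's estimated prior degrees of freedom were 9.60 with the block, 5.43 with centred arrays and 5.73 with quantile normalization. They were 32.0 without probe sets below the median signal and infinite with the trend and robust prior. In these fits more calls went with a higher prior, while the log2 fold changes stayed about as large. The fit above the negative controls with no block departed from this, with 4 calls at a prior of 4.85 degrees of freedom. The cause was not tested further.

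For genes past the methods' thresholds (93, 45 higher and 48 lower), 25 were higher with the 25th percentile filter. There were 36, 4 higher, with the median filter, and 37, 4 higher, above the negative controls with or without the block, where fewer probe sets are tested. The methods' t-test gave 20, 6 higher and 14 lower, the unpaired test 43, 9 higher, and a fold of 1.5 gave 907, 469 higher and 438 lower. Leave-one-out gave 160 to 380, 69 to 226 higher and 91 to 154 lower.

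Of the gene list tests, 14 passed camera, 0 with an estimated correlation, 0 with fry, and 6 to 13 in leave-one-out. The means stay as they are with these tests. With the block, the estimated correlation and fry rest on 1 residual degree of freedom. A list that fails them is therefore not shown to be unchanged. The estimated correlations were below the preset 0.01 for PERK-ATF4-CHOP targets (-0.0244), NF-κB targets (-0.0213) and DNA replication (-0.0182). They were above it for protein folding (0.0353) and for cytosolic and mitochondrial chaperones (0.0237). Protein folding list: 0.127 (adjusted p 0.568 with an estimated correlation, 0.233 with fry), leave-one-out 0.0921 to 0.162. Cytosolic and mitochondrial chaperones: 0.179 (0.490, 0.233), leave-one-out 0.138 to 0.220. PERK-ATF4-CHOP targets: -0.874 (0.490, 0.188). DNA replication: 0.108 (0.490, 0.233), leave-one-out 0.0916 to 0.124. Inflammatory response (NF-kB targets): -0.214 (0.490, 0.233). Protein folding share of genes past the methods' thresholds: odds ratio 1.27 to 7.01 in leave-one-out, past the threshold without MCP-1-treated replicate 2 (7.01). The protein folding list without HSPA1A, chosen after the data had been seen, had a mean of 0.107 (n = 98 genes, camera adjusted p = 0.0257, unadjusted p = 0.354 with an estimated correlation and p = 0.144 with fry).

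Directions that turned belong to values that pass no threshold with all 4 arrays, and the cause was not tested. Cell movement and extracellular matrix was 0.00324 with the median filter and above the negative controls, with and without the block. Proximal tubule markers were 0.0440 with the median filter. Monocyte and macrophage markers were -0.129 with the median filter and above the negative controls, and -0.0318 to 0.131 in leave-one-out. ER-associated degradation was -0.00737 with centred arrays, and -0.0124 to 0.0189 in leave-one-out. ACTB was -0.00874 with centred arrays, HSPA5 0.00570 and P4HB 0.0402 with quantile normalization. In leave-one-out or single pairs, the ranges were -0.0206 to 0.114 for recombination and repair, -0.0558 to 0.0140 for cell movement and extracellular matrix, -0.827 to 0.101 for CXCL1, -0.311 to 0.0429 for MKI67, -0.0656 to 0.282 for endothelial markers, -0.0336 to 0.0373 for ACTB, -0.228 to 0.167 for HSPA5, -0.267 to 0.167 for P4HB, -0.103 to 0.0330 for IL1R1, -0.0109 to 0.233 for EIF2AK3, -0.665 to 0.726 for ERN1, -0.227 to 0.251 for CANX, -0.161 to 0.126 for ERO1A, -0.123 to 0.0555 for BCAP31, -0.112 to 0.391 for CXCL5, -0.268 to 0.212 for CSF3, -0.0903 to 0.0481 for VHL, -0.654 to 0.464 for PBRM1, -0.170 to 0.111 for SETD2, -0.251 to 0.0383 for GAPDH, -0.666 to 0.118 for RPL34, -1.58 to 0.289 for MME and -0.0182 to 0.759 for NKG7.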

Differences from the paper's values

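The paper states no number that was also computed from the arrays. It places protein folding as the runner-up among the functions of its differentially expressed genes (Fig. 3A), from pathway software that was not used here. By camera's p, protein folding was the ninth of 26 lists and PERK-ATF4-CHOP targets the first. Among the 6 lists that stand for the functions of Fig. 3A, protein folding was the second, after NF-κB targets, whereas the paper's first is DNA replication, recombination and repair. Of the alternatives set before the data were examined, protein folding was also the second of the 6 with no replicate block, both percentile filters, centred arrays, quantile normalization and the trend prior, and without untreated replicate 1 or untreated replicate 2. It was the third with an estimated correlation, the first without MCP-1-treated replicate 2, and the fifth without MCP-1-treated replicate 1. With fry, protein folding shared an adjusted p of 0.233 with DNA replication, mitotic cell cycle and NF-κB targets. By fry's unadjusted p, protein folding (0.113) came after mitotic cell cycle (0.0563) and DNA replication (0.0990). With the filter at the 90th percentile of negative controls, chosen after the values were seen, it was the second with the block and the third without. The share of protein folding genes among those past the methods' thresholds was 1 of 61.

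The paper describes higher CHOP and calnexin protein after long exposure to MCP-1, with a peak later than the arrays (Fig. 4A), and calnexin induction by immunofluorescence at the time that the array labels give (Fig. 4B). The transcript of CHOP, DDIT3, was lower on the arrays, with a log2 fold change of -2.62, and lower under each alternative. It passed the adjusted threshold with the block, also with the percentile filters and the trend prior, but not with no block (log2 fold change -2.62, adjusted p = 0.130), centred arrays (-2.63) or quantile normalization (-2.63). The fits with 1 array left out also have no block, and there it did not pass either, at -2.38 to -2.86. With no block and the filter at the 90th percentile of negative controls, chosen after the values were seen, it passed (limma adjusted p = 0.0143). CANX was at 0.01. The paper also describes raised PERK, IRE1-α and PDI protein over the times of the arrays (Fig. 3B), while EIF2AK3, ERN1 and P4HB had log2 fold changes of 0.11, 0.03 and -0.05, none past the threshold. For GRP78 the paper describes no early rise, and HSPA5 was at -0.03. The paper's statements are on protein and these values on transcripts.

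The paper's array methods ask for a fold of at least 2, and the threshold of the series is 1.5. The array labels give 16 h of treatment and the paper 24 h.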

Other observations

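Transcripts of the p53 response had a mean log2 fold change of -0.28 over 27 genes in MCP-1-treated cells (camera adjusted p = 1.23e-04, and adjusted p = 0.490 with an estimated correlation). None passed limma's threshold over all genes, and adjusted over the list alone PMAIP1, which promotes apoptosis, SESN2 and GADD45A were lower, with log2 fold changes of -1.35, -1.56 and -1.41. PMAIP1 and GADD45A are also in the list of ER stress-mediated apoptosis, where DDIT3 fell, 32 of 33 genes did not pass over all genes and 3 were lower adjusted over the list alone (mean -0.24, median -0.06, camera adjusted p = 8.70e-04, and adjusted p = 0.490 with an estimated correlation). SESN2 and GDF15 of the p53 list also belong to the PERK-ATF4-CHOP targets, as do DDIT3, TRIB3 and PPP1R15A of the apoptosis list. So does ATF3 of the immediate early genes. No test without the shared genes was run. Of 23 transcripts tied to degradation by MCPIP-1, 17 had a lower treated mean (mean -0.24, camera adjusted p = 4.30e-04, and adjusted p = 0.490 with an estimated correlation), and adjusted over the list alone CXCL8 and IL1B were lower. The interferon list had a mean of -0.12 over 45 genes (camera adjusted p = 0.0410, and adjusted p = 0.490 with an estimated correlation), with IRF1 at -1.10 and XAF1 at -1.30 (-0.71 and -1.89 in the replicate pairs) lower adjusted over the list alone. The camera call on this list was also lost with no replicate block (adjusted p = 0.0611), the 25th percentile filter (0.0754), centred arrays (0.0664) and quantile normalization (0.0807). Immediate early genes had a mean of -0.14 over 39 genes (camera adjusted p = 0.0124, and adjusted p = 0.490 with an estimated correlation), of which ATF3 fell and EGR3, with a signal within the range of negative controls, was at 1.04. With no block and without MCP-1-treated replicate 2, camera's adjusted p was 0.0502 for p53 targets, 0.0748 for ER stress-mediated apoptosis, 0.643 for the interferon list and 0.0598 for immediate early genes, and without untreated replicate 1 it was 0.363 for the interferon list and 0.0739 for immediate early genes.

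Replication-dependent histones had a mean log2 fold change of -0.27 (camera adjusted p = 1.61e-08), ribosomal proteins -0.13 over 43 genes (camera adjusted p = 0.00621) and oxidative phosphorylation genes -0.10 over 59 genes (camera adjusted p = 0.0239), each with an adjusted p = 0.490 with an estimated correlation and no gene past limma's threshold. Over the alternatives their adjusted p ran from 5.90e-13 to 0.611, from 2.54e-06 to 0.897 and from 0.00485 to 0.490. With no block and without MCP-1-treated replicate 2, the array that stands apart from the others, their camera adjusted p were 0.611, 0.897 and 0.401, and without untreated replicate 1 0.0739, 0.253 and 0.395. With quantile normalization the adjusted p of oxidative phosphorylation genes was 0.0506.

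Lists that did not pass camera were HIF targets (mean -0.09, adjusted p = 0.0707), NRF2 and oxidative stress (-0.06, 0.370), cholesterol synthesis (0.08, 0.328), ATF6 and XBP1 targets (0.04, 0.512) and ER-associated degradation (mean 0.003, median -0.03, adjusted p = 0.912). HIF targets passed with the median filter (adjusted p = 0.0499), above the negative controls, a filter chosen after the data had been seen, with the block (0.0499) and with no block (0.0475), and with no block and without MCP-1-treated replicate 1 (0.0268). Proximal tubule markers had a mean of -0.08 (camera adjusted p = 0.370), monocyte and macrophage markers of 0.05 (0.677) and endothelial markers of 0.11 (0.323, and 0.0466 with no block and without MCP-1-treated replicate 1). Lymphocyte markers had a mean of 0.23 over 11 genes with signals near or below background (camera adjusted p = 0.0294, and adjusted p = 0.582 with an estimated correlation), and of 0.05 to 0.41 in leave-one-out or single pairs. With no block, their call was lost without MCP-1-treated replicate 2 (adjusted p = 0.611), untreated replicate 1 (0.156) and untreated replicate 2 (0.0930).

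Of the other genes the paper names, EIF2AK3, the gene of PERK, had a log2 fold change of 0.11, ERN1, the gene of IRE1-α, of 0.03, ATF6 of 0.12, ERO1A of -0.02 and BCAP31 of -0.03, all with an adjusted p of 1 from limma. CEBPB was at -0.73, CXCL5 at 0.14, CSF1 at 0.11, CCR2, SOCS3 and CSF3, with signals within the range of negative controls, at -0.23, 0.22 and -0.03, IL1R1 at -0.03, VHL at -0.02, PBRM1 at -0.10 and SETD2 at -0.03, none past the threshold. The reference genes ACTB and GAPDH were at 0.0018 and -0.11, and the sign of ACTB turned with centred arrays.

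With 2 arrays per group other splits of the 4 arrays are too few for a share under 0.05. With no block, the real split gave 88 probe sets past the p and fold thresholds and the highest other split 79. By an unadjusted p under 0.05 alone, the real split gave 968 probe sets and the others 983 and 1260. The median of the PERK-ATF4-CHOP targets was 0.727 in size in the real split and at most 0.0086 in the others.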
